A study of Drosophila melanogaster with 8 samples.

How the data were processed

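RNA was measured by sequencing in 8 libraries made from the posterior midgut of adult female Drosophila melanogaster. Per the labels' protocols, a MyoIA-Gal4 driver, which is active in enterocytes (the absorptive cells of the gut), was combined with a temperature-sensitive Gal80 repressor, so that UAS transgenes came on after a shift to 29 °C. The strain label instead states that the UAS transgenes were activated in ISCs (intestinal stem cells). The genotype and growth protocol, which name the MyoIA-Gal4 driver, were followed here. Virgin females were shifted at an age of 3 days and dissected after 6 days of induction, at 9 days of age. The tissue was digested, and patches of enterocytes retained on a cell strainer were collected while single cells, progenitors among them, passed through. Per the labels' protocols, libraries were prepared from total RNA with a NuGEN Ovation SoLo kit and sequenced as single reads of 100 nt on an Illumina NovaSeq instrument.

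The labels gave 3 groups. Ctrl (n = 2) was the driver crossed to Canton-S flies, SvbAct (n = 3) carried a transgene for a constitutive activator form of Shavenbaby fused to GFP, and RNAiSvb (n = 3) carried a hairpin transgene against the same gene. Shavenbaby (Svb) is a transcription factor encoded by the ovo locus. Groups and replicate numbers were taken from the sample titles. The series text states that replicates were made on different calendar days, but not that a replicate number stands for one day across groups, so the main fit had no replicate block and a fit with the number as a block was an alternative. A further cross named in the growth protocol was not used here.

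The deposited table held whole-number counts per FlyBase gene for each library, which the authors made from their reads. The aligner, counting tool, genome build, annotation, strand handling, use of molecular identifiers and gene filter were not stated in the labels or the file header. The table also held log2 fold changes and unadjusted p-values that the authors computed for SvbAct and RNAiSvb against Ctrl, per the file headers, with text calls. In the authors' deposited table, 100% of these calls matched a Benjamini-Hochberg adjusted p under 0.05 computed from its p-values. The table named the test only through the word edgeR in its file name, and the version and settings were not stated.

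The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Of the 9177 genes in the table, 24 were at 0 in all 8 libraries, and edgeR's filterByExpr on group left out 402 and kept 8775. TMM factors were computed, and edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) was run on all 8 libraries in one fit with a mean per group and 5 residual degrees of freedom, so that the 3 groups shared one estimate of the spread. The common biological coefficient of variation was 0.282. The 3 contrasts were tested, and p-values were adjusted by Benjamini-Hochberg within each contrast with a threshold of 0.05. Each SE given with an edgeR log2 fold change is the absolute fold change divided by the square root of the test's F statistic. Such an SE is derived from the test and is not a separate estimate by the model. CPM values (counts scaled to the library total) are computed here with TMM factors, and are given as mean ± SD over the replicates of a group. Symbols were found for 9060 gene IDs and not for 117. Coordinates come from the Ensembl 115 annotation of BDGP6.54, matched by gene ID, and are 1-based. The authors' build is not stated, and no coordinates were in their table.

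The named genes followed a rule. The gene ovo was always named. In each contrast, genes with an adjusted p under 0.05, an average log2 CPM of at least 2 and no overlap between the CPM values of the groups were ranked, and the 5 that rose most and the 5 that fell most were named. Among genes past the threshold in both contrasts with Ctrl, up to 5 that changed in the same direction and up to 5 in opposite directions were named, by the smaller of the larger adjusted p. Up to 3 members of each gene list past the threshold in a contrast were named too. Genes of families with near-identical copies, and genes whose exons overlap another gene, are reported as uncertain, since reads can be split or assigned to the neighbour and strand handling was not stated.

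A set of 7 was tested with limma's camera on log2 CPM (prior count 2, inter-gene correlation 0.01), over 21 tests adjusted together. Agreement between the contrasts with Ctrl was measured as Pearson's r across genes with a separate Ctrl library for each contrast, since both contrasts share the same control libraries. The alternatives were DESeq2 size factors, library totals without a composition factor, no gene filter, at least 10 counts in every library, the DESeq2 1.42.0 Wald test, edgeR's likelihood ratio test, fits of only the groups compared, the replicate block, an adjusted p under 0.01, an absolute log2 fold change of at least 1, each library left out in turn, prior count 0.5, limma's fry and an estimated inter-gene correlation. The groups, tests, gene lists, naming rule and these alternatives were chosen before the data were examined. A likelihood ratio test with older dispersion functions, and gene lists under library totals, were added after results were seen.

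The fit was tested on simulated counts for the same 8775 genes, which varied independently of each other, with 200 genes changed. The changed genes were drawn from those with an average log2 CPM of at least 2, so recovery at lower expression was not tested. With a log2 change of 2 in SvbAct, the fit recovered 92.5% of the changed genes against Ctrl and 96.5% against RNAiSvb, with 12 and 10 false calls. With a log2 change of 1 the fit recovered 26% and 52.5%. Total counts ran from 15450011 to 23748649 per library, and the floor of 3 counts corresponded to 0.128 to 0.209 CPM with TMM factors, against which lower bounds on fold changes were computed. Reads are not known to be independent molecules, so floors cover counting error only.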

Results

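Preparations enriched for enterocytes were profiled by RNA sequencing in control flies, in flies expressing a constitutive activator form of Shavenbaby (SvbAct) and in flies carrying a hairpin against Shavenbaby (RNAiSvb), with the aim, per the series title, of determining its target genes in mature enterocytes. There were 2 Ctrl, 3 SvbAct and 3 RNAiSvb libraries. Total counts were 19403305 and 17628597 in Ctrl, 17283691, 15450011 and 16627165 in SvbAct, and 22039475, 23748649 and 18970324 in RNAiSvb. The 10 most abundant genes took between 8.58% and 11.33% of the counts of a library.

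Spearman's rho across genes ran from 0.973 to 0.987 over the 7 pairs of libraries within a group and from 0.942 to 0.979 over the 21 pairs between groups. No pair of libraries agreed within sampling noise (chi-square per degree of freedom of at least 62.4 in pairs within a group), so none appeared to be one library listed more than once. The test does not show that the libraries came from separate animals, and each was counted as a replicate because the labels give it as one. In a principal component analysis of log2 CPM, the first component held 35.6% of the variance and placed the 3 SvbAct libraries at 29.8 to 56.8 and the other 5 at negative values. The second component held 20.4% and placed the Ctrl libraries at 35.9 and 46, above the other 6. No sequencing batch was given for single libraries, so no relation could be recomputed within batches.

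The targeted gene was examined first, as a check of the labels. The gene ovo (FBgn0003028), which encodes Shavenbaby, lies on the plus strand of chromosome X from 5048273 to 5070929 in BDGP6.54. It had 9 and 2 counts in the Ctrl libraries, 40, 26 and 61 in those labelled RNAiSvb, and 868, 1189 and 762 in SvbAct. Mean expression was 0.301 ± 0.255 CPM (SD, n = 2) in Ctrl, 1.96 ± 0.927 CPM (SD, n = 3) in the libraries labelled RNAiSvb and 58 ± 21.5 CPM (SD, n = 3) in SvbAct. In SvbAct it rose by 7.52 on the log2 scale against Ctrl (SE 0.64, edgeR quasi-likelihood adjusted p 0.000219). Reads from the transgene and from the endogenous gene were not separated. Exons of ovo also overlap lncRNA:CR44833 on the other strand, by 25 bases, so that its values are uncertain under the naming rule. In the libraries labelled RNAiSvb the estimate was also a rise, of 2.63 (SE 0.63), which did not pass the threshold in edgeR's quasi-likelihood test (adjusted p 0.0807). With the DESeq2 Wald test the rise was 2.67 and passed the threshold (DESeq2 adjusted p 0.000899), and leaving out Ctrl replicate 1 moved the estimate most, to 3.94. In the authors' deposited table ovo was called upregulated in this contrast, with a log2 fold change of 2.64. A knockdown was therefore not seen in these counts, and at 9 and 2 counts in Ctrl a fall would have been hard to detect at this depth. These libraries are called the libraries labelled RNAiSvb throughout, and no direction below rests on reduced ovo expression.

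**Figure D1:**
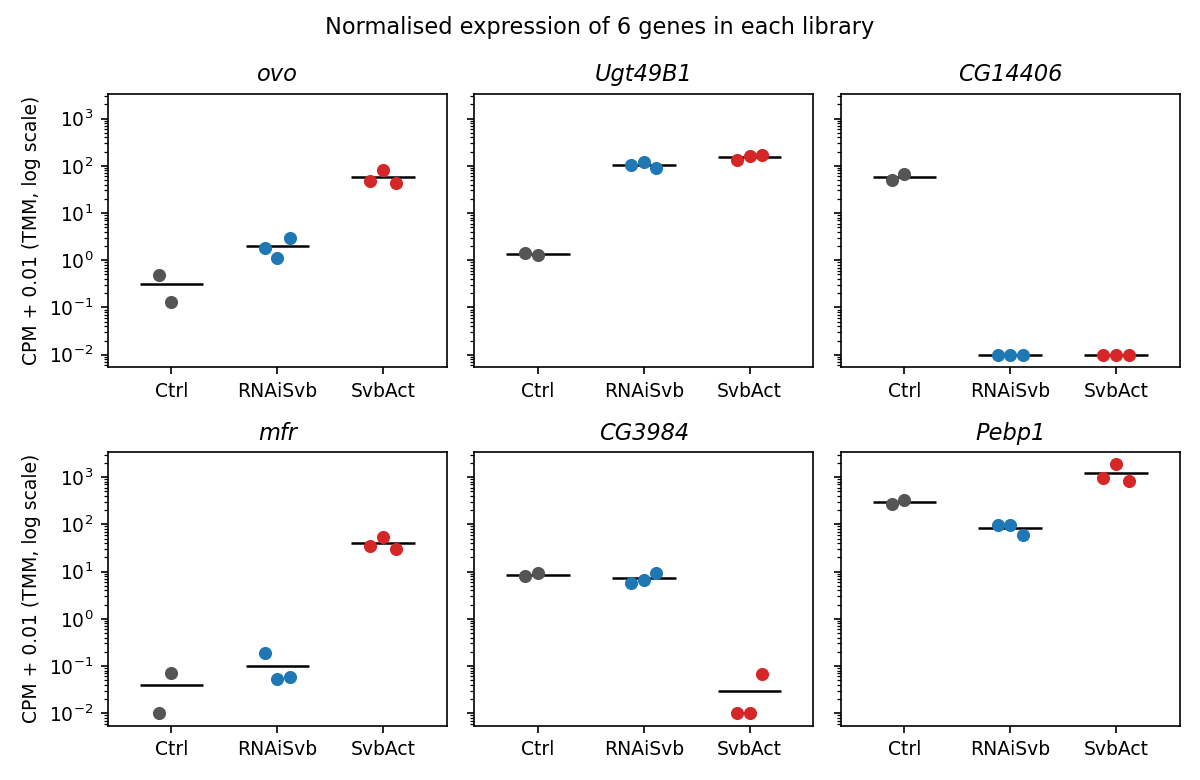
Expression of 6 genes in each library, as TMM-normalised CPM plus 0.01 on a log scale, with 1 point per library and a line at the group mean. For ovo, the 3 SvbAct libraries lie highest (mean 58 CPM) and the libraries labelled RNAiSvb (1.96) lie above Ctrl (0.301), while CG14406 is at 0 in the 6 libraries of the other groups.

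Expression in the libraries labelled RNAiSvb was compared with Ctrl to ask which genes respond to the hairpin. Of 8775 genes tested, 119 passed the threshold in edgeR's quasi-likelihood test, 23 higher and 96 lower, and 1191 had an unadjusted p under 0.05. The choice of test moved this count most, to 351 genes with the DESeq2 Wald test. Scaling by library totals alone shifted the median log2 fold change of all genes to 0.13 from 0.0216. Ugt49B1 (FBgn0027073, chromosome 2R, 21212880 to 21214972) went from 1.36 ± 0.124 CPM (SD, n = 2) in Ctrl to 104 ± 13.5 CPM (SD, n = 3), a log2 fold change of 6.25 (SE 0.26, edgeR adjusted p 1.27e-06), although its exons overlap CG44245 on the other strand. CG33346 rose by 6.31 (SE 0.80, edgeR adjusted p 0.00373) and Ect3 by 4.55 (SE 0.57, edgeR adjusted p 0.00373). Try29F and asRNA:CR45835 were also among the 5 that rose most, with log2 fold changes of 3.64 and 3.13, and are uncertain because their exons overlap CG18661 and Sec63.

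CG14406 (FBgn0030595, chromosome X, 14909873 to 14910845) had 919 and 1093 counts in Ctrl and 0 in each of the 3 libraries labelled RNAiSvb, at least 422-fold lower (edgeR adjusted p 0.000242). Syt4 (FBgn0028400, chromosome 3R, 7266065 to 7270809) had 511 and 557 counts in Ctrl and at most 1 in those libraries, at least 223-fold lower (edgeR adjusted p 5.89e-05). The hairpin RNA gene hpRNA:CR32207 was at least 83.6-fold lower, with exons that overlap CR42842. CG16854 fell by 5.46 on the log2 scale (SE 0.38, edgeR adjusted p 9.15e-05). Alp4 fell by 5.82 (SE 1.21, edgeR adjusted p 0.0474), but its Ctrl counts were 14 and 487, so the fall rested on 1 control library, and its exons overlap mir-4948 and other annotated transcripts on the other strand, so that its values are uncertain. Among genes of the prepared lists, Dh31, from the enteroendocrine list, fell by 2.14 (SE 0.30, edgeR adjusted p 0.00629). Whether its counts came from enterocytes was not tested. The digestive enzyme genes Jon25Bii, Jon99Ciii and Mal-A3 changed by -2.21, -1.69 and 2.03 and belong to families with near-identical copies, so that their values are uncertain.

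SvbAct was compared with Ctrl to ask which genes respond to the activator form. In edgeR's quasi-likelihood test 302 genes passed the threshold, 171 higher and 131 lower, so that 56.6% were higher, and 1523 had an unadjusted p under 0.05. The DESeq2 Wald test called 641. With library totals in place of TMM factors, 69.9% of 319 genes were higher. The genes blanks (FBgn0035608, chromosome 3L, 5497523 to 5498958) and mfr (FBgn0266757, chromosome 3L, 8905918 to 8912671) were at least 62.7-fold and at least 231-fold higher (edgeR adjusted p 0.00173 and 5.56e-05), and mfr overlaps Tsp66E on the other strand. Ugt49B1 rose by 6.81 (SE 0.26, edgeR adjusted p 6.47e-07). lncRNA:CR45570 rose by 5.73 (SE 1.15, edgeR adjusted p 0.0239) with SvbAct counts of 284, 42 and 489. CG14406 was again at 0 in the 3 libraries, at least 317-fold lower, and Syt4 was at least 168-fold lower. CG3984 (FBgn0038291, chromosome 3R, 15137148 to 15139007) was at least 47.2-fold lower (edgeR adjusted p 0.000183) and overlaps asRNA:CR45600. CG4830 fell by 6.15 (SE 1.04, edgeR adjusted p 0.011) with Ctrl counts of 532 and 152, and Alp4 fell by 5.65 on the same uneven Ctrl counts and with the same overlaps.

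From the prepared lists, N rose by 2.32 (SE 0.31, edgeR adjusted p 0.0043), Sox100B by 2.71 (SE 0.39, edgeR adjusted p 0.00556) and E(spl)mbeta-HLH by 2.56 (SE 0.38, edgeR adjusted p 0.00584). Ih, from the enteroendocrine list, rose by 2.53, Socs36E by 1.46 and nub by 1.21, each with an edgeR adjusted p of at most 0.0107. Jon25Bii, Jon44E and Jon99Ci changed by -2.78, -2.36 and -2.77 and are uncertain as members of a family with near-identical copies, and Jon44E also overlaps CG8586.

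SvbAct was also compared directly with the libraries labelled RNAiSvb, which tests whether the 2 responses differ. In edgeR's quasi-likelihood test 549 genes passed the threshold, 355 higher and 194 lower in SvbAct, and 2082 had an unadjusted p under 0.05. The DESeq2 Wald test called 1055. The gene ovo was 4.89 higher (SE 0.43, edgeR adjusted p 0.000329). CG7720 was at least 277-fold higher and blanks at least 78.5-fold higher, while mfr rose by 8.66 (SE 0.49, edgeR adjusted p 3.6e-05) and OdsH by 6.12 (SE 0.74, edgeR adjusted p 0.00137). hpRNA:CR32207 was at least 46.6-fold higher, with 0 counts in the 3 libraries labelled RNAiSvb. The neighbouring, overlapping genes CG3984, CG6912 and asRNA:CR45600 were all lower, by at least 39.2-fold for CG3984 and with log2 fold changes of -4.2 and -4.18 for the others, and reads were not assigned by a stated strand rule. CG4830 fell by 4.37 (SE 0.99, edgeR adjusted p 0.0291). Amy-d fell by 4.59, with 680 ± 478 CPM (SD, n = 3) in the libraries labelled RNAiSvb, and has a near-identical copy.

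Among listed genes, Sox100B was 3.36 higher (SE 0.34, edgeR adjusted p 0.000654), Dh31 2.37 higher (SE 0.28, edgeR adjusted p 0.00136) and Ih 2.71 higher (SE 0.30, edgeR adjusted p 0.000904). E(spl)mbeta-HLH, pdm2 and hid were higher by 2.28, 1.93 and 1.66, upd3 by 2.52, Socs36E by 1.31 and bbg by 0.67. The rise of bbg (edgeR adjusted p 0.0425) did not pass the threshold in most other settings. zfh2 was 1.74 higher and overlaps Tdg. PGRP-SC1a, PGRP-SC1b and PGRP-SC2 changed by -3.8, -1.77 and -1.45, and Jon65Aii and Jon66Ci by -2.09 and 4.67. These are members of families with near-identical copies and are uncertain.

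The contrasts with Ctrl were then set against each other. Of the 119 and 302 genes called, 50 were shared, against 4.1 if the calls had been independent, but both contrasts used the same 2 Ctrl libraries. In 49 of the 50 the direction was the same, 7 higher and 42 lower in both. With the DESeq2 Wald test 115 genes were called in the same direction and 9 in opposite directions. The 5 that ranked first were Ugt49B1, Syt4, CG16854, CG14406 and Alp10, the last of which changed by -3.1 and -3.01 on the log2 scale and belongs to a multigene family. In edgeR's quasi-likelihood test Pebp1 (FBgn0038973, chromosome 3R, 22466034 to 22466679) was the only gene called in opposite directions. It had 299 ± 39.1 CPM (SD, n = 2) in Ctrl, 82.7 ± 21.5 CPM (SD, n = 3) in the libraries labelled RNAiSvb and 1220 ± 551 CPM (SD, n = 3) in SvbAct, with edgeR adjusted p of 0.024 and 0.0135, and its fall did not pass the threshold when any of the 3 libraries labelled RNAiSvb was left out. Of the 50 shared genes, 6 also differed between SvbAct and the libraries labelled RNAiSvb. The authors' deposited table also called CG7720, OdsH, Jon66Ci and Amy-d in opposite directions. In the quasi-likelihood test their changes in RNAiSvb against Ctrl did not pass the threshold. The authors' log2 fold changes in SvbAct and RNAiSvb against Ctrl were 5.12 and -3.72 for CG7720 and 3.19 and -2.93 for OdsH. Those of the uncertain genes Jon66Ci and Amy-d were 2.04 and -2.63, and -2.94 and 1.65.

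Across the 8775 genes, which are not independent replicates, the log2 fold changes of both contrasts had a Pearson's r of 0.477 when the Ctrl libraries were shared. With a separate Ctrl library for each contrast r was 0.329 in one assignment and 0.168 in the other, a mean of 0.248.

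**Figure D2:**
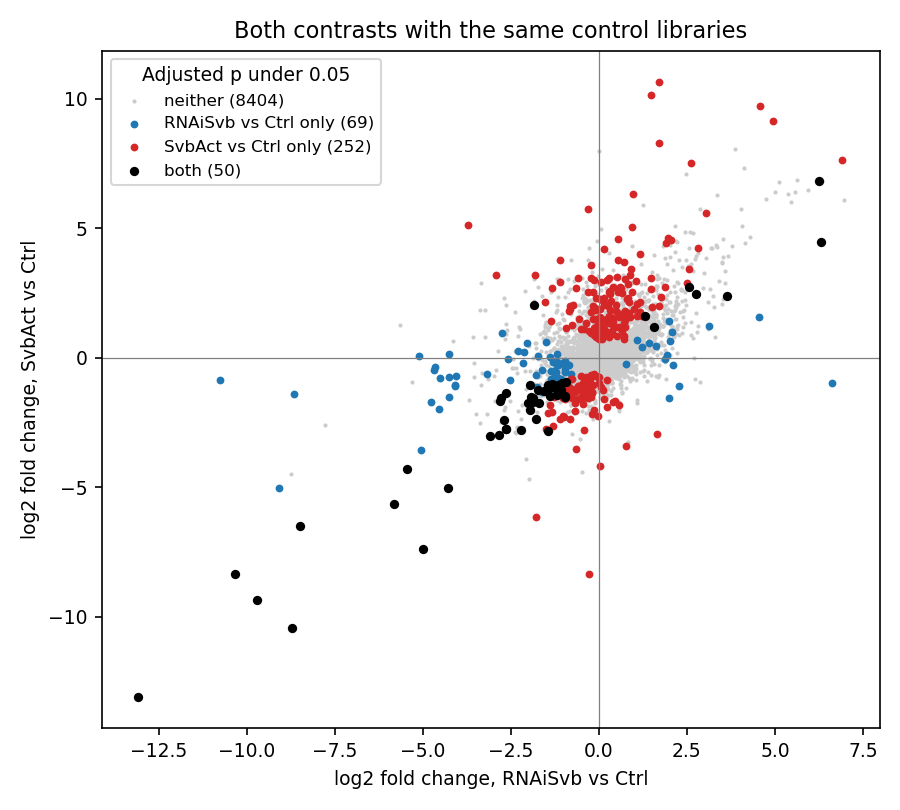
Log2 fold change against Ctrl of each tested gene, in the libraries labelled RNAiSvb on the horizontal axis and in SvbAct on the vertical axis, coloured by the contrasts in which its edgeR adjusted p was under 0.05. Of the 50 genes called in both, 49 lie where the signs are the same, and 69 and 252 genes were called only against Ctrl in the libraries labelled RNAiSvb and in SvbAct. Both axes use the same Ctrl libraries.

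Of 21 tests of 7 gene lists, 10 passed the threshold in camera with a fixed inter-gene correlation of 0.01. With that correlation estimated from the data, 0 passed, 4 had an unadjusted p under 0.05 and the smallest camera adjusted p was 0.0818, so the camera calls below depend on that setting. The fry test does not use that correlation. It asks whether the genes of a list change, and not, as camera does, whether they change more than other genes. In fry 6 of the 10 passed. These were the progenitor and Notch list (fry adjusted p 0.0022 in both contrasts of SvbAct), the enterocyte identity and junctions list (0.0248 in both) and the antimicrobial and IMD list (0.0248 in RNAiSvb against Ctrl and 0.0121 in SvbAct against RNAiSvb). The progenitor and Notch list (14 genes tested) had a mean log2 fold change of 1.97 in SvbAct against Ctrl (camera adjusted p 8.17e-10) and 1.78 against the libraries labelled RNAiSvb (camera adjusted p 8.46e-09), with 13 of its genes higher in each. Of these, 6 and 8 passed the threshold over all genes, and 10 and 10 when adjusted over the list alone. The enterocyte identity and junctions list (14 genes) had means of 0.556 and 0.559 in the same contrasts (camera adjusted p 0.00195 and 0.00337), with 1 and 2 genes past the threshold over all genes and 6 and 6 over the list alone. Its means depended on single libraries. Both were 0.319 without SvbAct replicate 2 (camera adjusted p 0.0101 and 0.0173), and they were 0.646 and 0.65 without SvbAct replicate 1. The stress and cytokine list (18 genes) had means of 0.561 and 0.707 (camera adjusted p 0.0107 and 0.00846), with 1 and 5 genes over all genes and 5 and 6 over the list alone. Its call against the libraries labelled RNAiSvb was lost without RNAiSvb replicate 3 (mean 0.557, camera adjusted p 0.176).

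The digestive enzymes list (36 genes) had a mean of -0.513 in SvbAct against Ctrl (camera adjusted p 0.000631), with 12 genes past the threshold over all genes and 17 over the list alone. In the libraries labelled RNAiSvb against Ctrl its mean was -0.415 and did not pass (camera adjusted p 0.0763), with 9 genes past the threshold over all genes and 19 over the list alone. It passed there under library totals (camera adjusted p 0.019), without SvbAct replicate 1 (0.0436) and without RNAiSvb replicate 2 (0.00205). In SvbAct against the libraries labelled RNAiSvb its mean was -0.098 (camera adjusted p 0.0107), and the call was lost without SvbAct replicate 1 (camera adjusted p 0.0523) and without RNAiSvb replicate 2, where the mean became 0.118 (camera adjusted p 0.229). The antimicrobial and IMD list was prepared with 20 genes, of which only 6 were in the table and tested. Its mean was 1.05 in the libraries labelled RNAiSvb against Ctrl (camera adjusted p 0.00638). There 0 genes passed the threshold over all genes and 2 over the list alone. In SvbAct against those libraries its mean was -1.3 (camera adjusted p 0.00846). The 3 genes past the threshold over all genes in that contrast were the PGRP-SC genes, which have near-identical copies. The epidermal Svb targets (8 genes) had a mean of 1.01 in SvbAct against Ctrl and did not pass the threshold (camera adjusted p 0.0635), but passed without SvbAct replicate 2, with a mean of 1.18 (camera adjusted p 0.0181). The enteroendocrine list did not pass in any contrast.

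**Figure D3:**
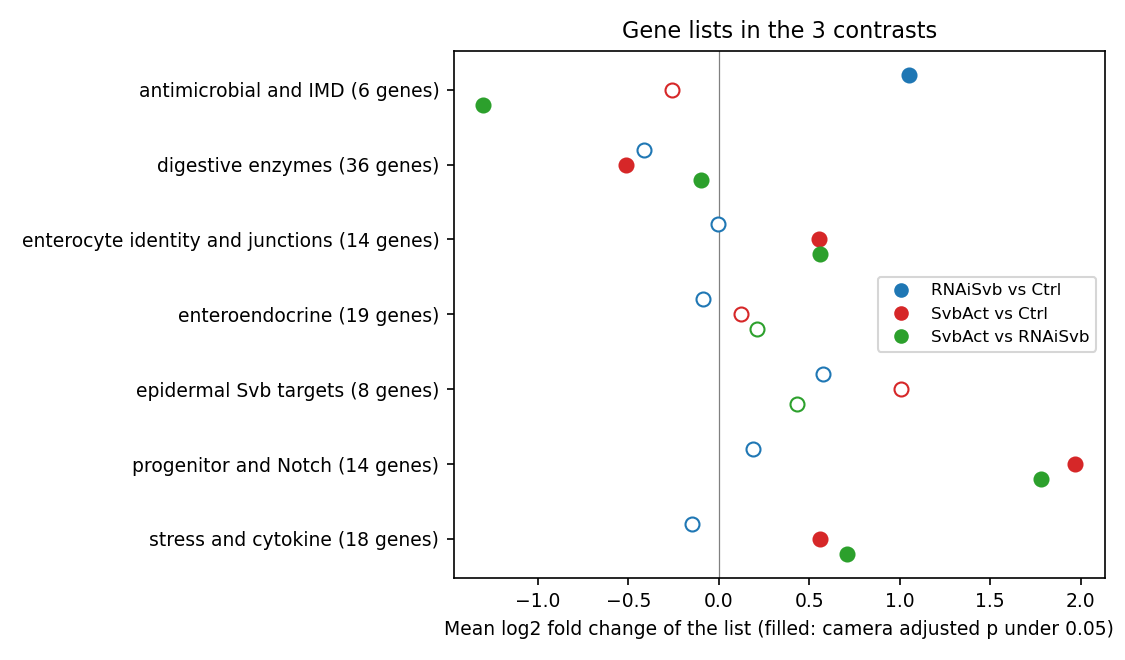
Mean log2 fold change of 7 gene lists (horizontal axis) in the 3 contrasts (colours), with filled points where camera's adjusted p was under 0.05. The progenitor and Notch list lies at 1.97 and 1.78 in the contrasts of SvbAct with Ctrl and with the libraries labelled RNAiSvb. In RNAiSvb against Ctrl the enterocyte and enteroendocrine means change sign under library totals, to 0.0981 and 0.0153.

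The authors' deposited table called 320 genes higher and 229 lower in SvbAct against Ctrl, and 92 higher and 210 lower in RNAiSvb against Ctrl. The log2 fold changes of the authors' deposited table had a Pearson's r across genes of 1 and 0.99999 with those computed here. The calls of the quasi-likelihood test were among the authors' calls for 301 of 302 and 119 of 119 genes. The authors' totals, 549 and 302, match by coincidence the counts found here for other contrasts.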

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

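The likelihood ratio test with older dispersion functions was chosen after seeing that its p-values were close to those of the authors' deposited table, and the gene lists under library totals were added after the list results were seen. The other settings were chosen before the data were examined. Among these the choice of calling test gave the highest counts in all 3 contrasts. In what follows, the counts for edgeR's quasi-likelihood test were 119 genes (23 higher, 96 lower) for RNAiSvb against Ctrl, 302 (171 higher, 131 lower) for SvbAct against Ctrl, 549 (355 higher, 194 lower) for SvbAct against RNAiSvb, and 49 and 1 called in both contrasts with Ctrl in the same and in opposite directions. The causes of the changes below were not tested.

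The DESeq2 Wald test called 351 genes (125 higher, 226 lower), 641 (401 higher, 240 lower) and 1055 (638 higher, 417 lower) in these contrasts, with 115 and 9 in both contrasts with Ctrl. It shared 118 of the 119, 302 of the 302 and 547 of the 549 genes. edgeR's likelihood ratio test called 329 (113 higher, 216 lower), 610 (369 higher, 241 lower) and 955 (577 higher, 378 lower), with 115 and 9 in both. With older dispersion functions and no filter it called 315 (94 higher, 221 lower), 562 (329 higher, 233 lower) and 864 (531 higher, 333 lower), with 106 and 13 in both. The rise of ovo in the libraries labelled RNAiSvb passed the threshold in these 3 tests, with log2 fold changes of 2.668, 2.638 and 2.635 (adjusted p 0.000899, 0.000747 and 0.000251), against 2.63 and an adjusted p of 0.0807 in the quasi-likelihood test. Over all alternatives with a test its adjusted p ran from 0.000251 to 0.239.

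An adjusted p under 0.01 left 44 genes (5 higher, 39 lower), 89 (43 higher, 46 lower) and 160 (125 higher, 35 lower), with 14 in both contrasts in the same direction and 0 in opposite directions. At an unadjusted p under 0.05 in both contrasts, 37 genes changed in opposite directions and 431 in the same direction. Requiring an absolute log2 fold change of at least 1 left 361 genes in SvbAct against RNAiSvb, 100 of them lower. Fitting only the groups compared gave 110 lower genes in that contrast and 2 genes in opposite directions. Without a gene filter there were also 2 genes in opposite directions. Library totals in place of TMM factors gave 69.9% higher genes in SvbAct against Ctrl, against 56.6% with TMM factors, and 267 of the 302 genes were shared.

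With the replicate number as a block, 124, 269 and 443 genes were called, of which 87, 224 and 396 were shared with the fit without the block, and 2 were called in opposite directions. Libraries with the same number did not deviate together. Their mean correlation of deviations from the group means was 0.052 over 7 pairs (-0.065 to 0.14).

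Across the 6 fits that each left out one SvbAct or RNAiSvb library, counts ran from 66 to 141 genes (15 to 35 higher, 51 to 106 lower) for RNAiSvb against Ctrl and from 188 to 368 (108 to 216 higher, 80 to 152 lower) for SvbAct against Ctrl. From 27 to 45 genes were called in both contrasts in the same direction and from 0 to 3 in opposite directions. Over 8 fits, Ctrl libraries left out included, SvbAct against RNAiSvb gave 262 to 497 genes (189 to 318 higher, 66 to 179 lower), and the log2 fold change of ovo ran from 2.002 to 3.939 in RNAiSvb and from 6.892 to 8.828 in SvbAct against Ctrl. Leaving out a Ctrl library left 1, so that no calls were made against Ctrl there.

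The correlation across genes was 0.477 with shared Ctrl libraries and 0.248 with separate ones, and stayed within 0.21 to 0.302 when a SvbAct or RNAiSvb library was left out. Gene list tests past the threshold numbered 10 in camera, 6 in fry, and 0 with the inter-gene correlation estimated, where 4 had an unadjusted p under 0.05. Means that changed sign were all of lists that did not pass the threshold, except the digestive enzymes list in SvbAct against RNAiSvb. Its mean went from -0.098 to 0.118 without RNAiSvb replicate 2, in a range of -0.214 to 0.118 over the fits that each left out one library. With at least 10 counts in every library its mean was -0.415 (camera adjusted p 0.00106). In RNAiSvb against Ctrl, the enterocyte list had a mean of 0.0454 with the replicate block, 0.00258 with at least 10 counts in every library, 0.0981 under library totals, and 0.000672, 0.000662 and 0.0556 without SvbAct replicate 2, SvbAct replicate 3 and RNAiSvb replicate 3, against -0.00308 with all libraries. Over the 6 fits that each left out one library it ran from -0.0387 to 0.0556. In the same contrast, the progenitor list had a mean of -0.15 with at least 10 counts in every library, the enteroendocrine list 0.0153 under library totals and 0.0217 without RNAiSvb replicate 2 (range -0.237 to 0.0217), and the stress list 0.0038 without RNAiSvb replicate 3 (range -0.358 to 0.0038).

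Apart from ovo against Ctrl, whose changes are given above, 1089 of 1171 values for the named genes under alternatives kept their direction and side of the threshold, 65 lost the threshold and 17, all without a test, moved by more than the replicate spread. Over the gene lists, 218 of 249 values kept both, 16 became weaker, 4 stronger and 11 changed sign. Calls for Alp4 in both contrasts with Ctrl, and for bbg, CG4830 and PGRP-SC2 between SvbAct and RNAiSvb, were among those lost when single libraries were left out. Alternatives planned for normalised values were not run, since the table held counts, and ovo gave no value where at least 10 counts were required in every library. Depth limits the measurement of ovo in Ctrl, at 9 and 2 counts.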

Other observations

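The tests of carry-over and of hairpin reads for ovo, and of genetic background for genes shared by the contrasts with Ctrl, were chosen only after those results were seen.

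The gene ovo had more counts in the libraries labelled RNAiSvb (40, 26 and 61) than in Ctrl (9 and 2). One possible explanation is RNA or reads from SvbAct libraries. In that case genes seen almost only in SvbAct would appear in the libraries labelled RNAiSvb at the same share of their SvbAct level as ovo, which was 3.4%, and otherwise at shares at least 5 times smaller. The shares of mfr and blanks, 0.23% and 0.14%, were 14.7 and 23.9 times smaller than that of ovo. The share of OdsH, 1.4%, was 2.45 times smaller, with counts of 10, 1 and 0. The test as set took the largest of the 3 shares, that of OdsH, and met neither outcome, but OdsH also had 23 and 23 counts in Ctrl and so was not confined to SvbAct. The share of a gene is an upper limit on carry-over, and all 3 shares lay under the 3.4% of ovo, so these tables go against carry-over as the source of the ovo counts. That limit was considered only after the shares were seen. In RNAiSvb replicate 3, where ovo had 61 counts, blanks and OdsH had 0 and mfr had 1. Another candidate explanation is that transcripts of the hairpin transgene were counted to ovo. Gene counts cannot show where in the gene reads lie. The antisense gene lncRNA:CR44833 rose by 2.73 on the log2 scale in the libraries labelled RNAiSvb against Ctrl (edgeR adjusted p 0.0636), with counts of 157, 356 and 402 against 22 and 50. In SvbAct it changed by -0.82 against Ctrl and by -3.56 against the libraries labelled RNAiSvb (SE 0.56, edgeR adjusted p 0.00552). It shares only 25 exon bases with ovo (chromosome X, 5063844 to 5063868, in BDGP6.54), so this does not separate hairpin reads from a change of the antisense gene. A biological rise of ovo cannot be told apart from hairpin reads, nor can a knockdown hidden by such reads.

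Genes changed the same way in both contrasts with Ctrl may reflect the shared Ctrl libraries, the genetic background of the control cross, or a common response. With a separate Ctrl library for each contrast, the smaller of the 2 correlations was 0.168, above the 0.05 taken as vanishing. In simulated counts with no shared change, the mean of the 2 correlations with separate Ctrl libraries was 0.013, against 0.248 in the real counts. The simulated genes varied independently of each other. In the real counts, deviations of single libraries with different groups and replicate numbers correlated from -0.2 to 0.15 across genes. A value of 0.168 therefore does not settle whether sharing is the full explanation. With shared Ctrl libraries the simulated r was 0.575, against 0.477 in the real counts. A search of all genes found 3 with at least 50 counts in both Ctrl libraries and at most 3 in each of the other 6, which were CG14406, Syt4 and lectin-24A, and 0 with the converse pattern. lectin-24A, which the naming rule did not select, had 201 and 104 counts in Ctrl and at most 1 elsewhere. An allele carried by only some stocks could give such on and off genes, and so could regulation, so that a common response cannot be told apart from genetic background. Single-group patterns of the same kind were hpRNA:CR32207, off in the libraries labelled RNAiSvb, blanks, on in SvbAct, and CG3984, off in SvbAct.

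For the 549 genes called between SvbAct and the libraries labelled RNAiSvb, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs gave as many genes, and that was the real one. The other 6 splits part 1 pair each. In all 9 other splits 0 genes were called, with 164 to 532 genes at an unadjusted p under 0.05 against 2082 in the real split. A set of 4 splits cannot give a share under 0.05, so grouping by chance was not excluded by this count. For gene lists, 1 of the 4 splits gave as many as the real one, which had 5 lists past the threshold. Splits other than the real one gave up to 4 lists. Each of those splits has 2 libraries of one group and 1 of the other on a side, so part of the group difference remains and also widens the residual spread, and neither their lists nor their lack of called genes shows what libraries without a group difference would give. Strain differences linked to chromosome 3 transgenes were tested through the positions of called genes. Of 544 with a position, 46.1% lay on chromosome 3, the 87.6 percentile of 10000 random lists matched on expression (95% of lists between 39.7% and 47.6%), so no excess was seen over all called genes. Among the 10 named genes with the largest rises and falls in this contrast, however, 8 lay on chromosome 3, against 43.8% of tested genes, and so did all 3 genes that were on or off in a single group. These counts were made after the genes were seen and were not tested, and CG3984, CG6912 and asRNA:CR45600 among them are overlapping neighbours. A share on chromosome 3 cannot show strain differences on other chromosomes. Strain differences therefore remain open for all called genes, those with the largest changes among them. Gene length, tested for the larger number of higher genes, had a Spearman's rho across genes of 0.149 with the log2 fold change, under the 0.2 set for a length bias.

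The progenitor and Notch list was higher in SvbAct. If libraries had differed in carried-over progenitor cells, its genes would be expected to deviate together within groups. Their median pairwise correlation was 0.0936, the 85.8 percentile of 1000 random lists matched on expression. A carry-over that differed between groups but not within them would not be seen this way, so induction of these genes in enterocytes cannot be told apart from more progenitor cells in the SvbAct preparations.

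Muscle genes varied between replicates of each group. Over 17 muscle genes the median pairwise correlation of within-group deviations was 0.935, the 100 percentile of 1000 random lists, as uneven carry-over of visceral muscle could give. Mhc, one gene of that list chosen as an example, had 157 and 61.2 CPM in Ctrl, 158, 177 and 48 CPM in SvbAct, and 149, 53.6 and 344 CPM in the libraries labelled RNAiSvb. No muscle gene was called in any of the 3 contrasts, with 0, 1 and 1 of the 17 at an unadjusted p under 0.05. The design gives no biological explanation of variation within groups, and none was tested. The enteroendocrine list, computed for comparison, lay at the 99.3 percentile, with a median correlation of 0.217. Uneven carry-over was therefore not excluded for that list, which holds Dh31 and Ih.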
